A study of Homo sapiens with 8 samples. Its data were reported in "RACK1 MARylation regulates translation and stress granules in ovarian cancer cells" (2025).

How the data were processed

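Ribosome profiling (Ribo-seq) sequences the short stretches of mRNA that a ribosome shields from RNase, so the number of footprints on a coding sequence follows both how much of an mRNA there is and how heavily it is translated. The deposited series holds 8 Ribo-seq libraries of OVCAR3 cells, an established human ovarian cancer line. In the first experiment, the cells' own RACK1 was knocked down and RACK1 was re-expressed, either wild type (RACK1-WT) or with its sites of mono-ADP-ribosylation mutated (RACK1-Mut), under 1 µg/ml doxycycline. In the second, cells were transfected with 30 nM of a control siRNA (siControl) or of siRNA against OARD1, the gene that encodes the ADP-ribose hydrolase TARG1 (siTARG1). All cells were harvested after 48 h, and each of the 4 groups has 2 libraries. Groups and replicate numbers were taken from the sample titles.

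Per the labels, the authors digested lysates with RNase I, pelleted ribosomes through sucrose, cut RNA of 28 to 34 nt from a gel, ligated a linker that carries a sample barcode and a unique molecular identifier, and removed rRNA with a depletion kit. In the authors' methods, linkers were clipped, identifiers and barcodes were taken off the reads, reads of rRNA and other contaminants were discarded with Bowtie, and the rest were aligned with TopHat to transcripts only, with many hits per read allowed. Whether reads with the same identifier were collapsed before counting is not stated. The deposited values are whole-number counts of footprints made by the authors with Plastid, per the file headers, for the exons, the 5′ UTR, the coding sequence and the 3′ UTR of 20165 merged gene regions on hg19 (GRCh37) with GENCODE release 24. Those headers record reads of 26 to 36 nt, assigned to the position 14 nt from the 5′ end, whereas the methods describe an offset from the 3′ end. Which of the conventions made the counts was not resolved. It matters most for footprints at the edges of a coding sequence. The deposited files also give the authors' RPKM values (counts scaled to the length of a region and to the alignments of a library). RPKM was used here only to work back to the number of alignments in each library. Because a read could have many hits, counts of genes with near-identical copies, such as ribosomal protein genes and their pseudogenes, are uncertain.

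The files identify a region by its transcripts. A symbol was found for 19633 of the 20165 regions (97.4%) in GENCODE release 44 lifted to GRCh37. Another 532 regions matched none, and 452 regions join transcripts of more than 1 symbol. Gene coordinates are the 1-based spans of that annotation on GRCh37. RNA-seq libraries were not analysed here, so a change in footprint counts is a change in footprint abundance and not in translation efficiency.

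The main test followed the study's methods and was DESeq2 1.42.0 in R 4.3.3, fitted to the coding sequence counts of the 4 libraries of each comparison, with median-of-ratios size factors, the default outlier handling and the default independent filtering. Genes with at least 10 counts summed over the 4 libraries were tested by the Wald test, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. A called gene of the RACK1 comparison is not reported here by name. Genes that DESeq2 left without an adjusted p were not counted as called or as lost. Alternatives to the fit were fixed before the data were examined, along with the tests, the gene sets and the rule for naming genes: edgeR 4.0.16 with its quasi-likelihood test and TMM scaling, TMM factors inside DESeq2, no filter or a filter of 10 counts in every library, exon counts, and a term for the replicate number. Further ones fitted all 8 libraries together, required an absolute log2 fold change of 1 or called genes at an adjusted p under 0.1, left out mitochondrially encoded genes and the 10 genes with most counts, and left out each library in turn. Leaving out a library leaves 1 in its group, so those fits give values and no calls. Fits of libraries thinned to the same total, fits with the trend on coding GC content and length removed, a DESeq2 filtering step tuned to 0.05 and a set test without genes that carry certain 7-mers were chosen after seeing the data.

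Named genes are OARD1, RACK1, AKT1, PARP14 and G3BP1 in both comparisons and, in each comparison, among called genes with a mean normalized count of at least 100 and both libraries of a group above both of the other, the 3 with the largest rise, the 3 with the largest fall and the 2 with the smallest adjusted p. A total of 13 gene sets were written by hand for the processes named in the study and for stress pathways, and 644 of their 655 members (98.3%) matched a region. They were tested with camera in limma 3.58.1 (preset correlation 0.01) on edgeR log-CPM with a prior count of 2, with adjustment over the 13 sets of a comparison, and with camera under an estimated correlation and fry as alternatives. The fold changes of the comparisons were set against each other with Spearman's rho over genes with a mean normalized count of at least 50 in each, and the footprint shares of transcript parts were compared by an exact two-sided permutation test, which cannot give a p under 0.33 with 2 libraries against 2.

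The gene tests, the set tests and the search for 7-mers in 3′ UTRs were tested on simulated data, the last for the siRNA comparison. With 200 of 12355 genes changed by 1 on the log2 scale in counts drawn to resemble the RACK1 libraries, DESeq2 recovered 73.5% of them and called 5 unchanged genes, against 85.5% and 16 for edgeR. For the siRNA libraries, with 11868 genes, DESeq2 recovered 62% and called 2 unchanged genes, against 72% and 10 for edgeR. In both, the changed genes had a mean normalized count of at least 50, so recovery at lower counts was not simulated. Among unchanged genes, unadjusted p-values under 0.05 made up 1.79% (RACK1) and 2.29% (siRNA) in DESeq2, against 5.32% and 4.99% in edgeR. A simulated set of 40 genes shifted by 0.3 was called by camera in both comparisons, with 0 of 12 unchanged sets called, and by fry in the siRNA comparison alone (adjusted p 0.0152, against 0.227 in the RACK1 comparison). Counts were drawn for each gene independently, so this does not test false calls of sets whose members vary together. A 7-mer planted in permuted changes of 7894 genes ranked 1 of all 7-mers.

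Total counts over coding sequences ranged from 3100947 to 6604190 per library. For genes with a mean normalized count of at least 50, the median standard error of the log2 fold change was 0.18 in the RACK1 comparison (9055 genes) and 0.214 in the siRNA comparison (8148 genes), which sets the size of change that 2 libraries per group can show. 7-mers were counted in the 5′ UTR, coding sequence and 3′ UTR of the transcript with the longest coding part of each region, and each was tested in a linear model of the log2 fold change with the length and GC content of that sequence as covariates. Calculations outside R used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and plots matplotlib 3.10.9.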

Results

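To ask which mRNAs change in ribosome occupancy when RACK1 cannot be mono-ADP-ribosylated (MARylated), or when the hydrolase that removes the modification is depleted, ribosome footprints were profiled in OVCAR3 cells in 4 groups of 2 libraries. RACK1 is a protein of the small ribosomal subunit. In the RACK1 experiment the cell's own RACK1 was knocked down and RACK1 was re-expressed. RACK1-Mut cells were compared with RACK1-WT cells, and cells transfected with siRNA against TARG1 (OARD1 gene) were compared with cells given control siRNA. Footprint counts over coding sequences summed to 6604190 and 6174010 in the RACK1-WT libraries and to 4174707 and 3798750 in the RACK1-Mut libraries. The siControl libraries held 4207939 and 3100947, and the siTARG1 libraries 4207861 and 3145173. Counts over exons made up 48.57% to 57.21% of the alignments behind the authors' RPKM in the RACK1 experiment. In the siRNA experiment they made up 41.44% (siControl) and 37.08% (siTARG1) in the first replicates, and 28.8% and 27.76% in the second ones. The 10 genes with most counts took 4.31% to 5.17% of coding counts in each library. All values below marked ± are SDs over 2 libraries (n = 2).

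Replicate libraries were not copies of one another. Over genes with a mean normalized count of at least 50, the chi-square per gene of the scaled counts, which is near 1 for sampling noise alone, was 3.27 between the RACK1-WT libraries and 1.67 between the RACK1-Mut libraries. The pairs made of a RACK1-WT and a RACK1-Mut library gave 2.48 to 3.37, a measure that also grows with depth. The median absolute log2 ratio of a gene was 0.117 to 0.131 in those pairs, against 0.115 between the RACK1-WT and 0.11 between the RACK1-Mut libraries. By contrast, siControl and siTARG1 libraries differed by 15.7 to 22.2 per gene, against 2.55 and 2.4 within those groups.

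Few genes were called in the RACK1 comparison. Of 12520 genes tested by DESeq2, 10 had an adjusted p under 0.05, and all 10 had fewer footprints in RACK1-Mut cells, with log2 fold changes from -0.84 to -0.38. At an unadjusted p under 0.05 there were 205 genes (1.64%). The alternative that moved the count most, apart from a threshold on the size of change, was edgeR's quasi-likelihood test, which called 30 genes, 24 of them lower, and included all 10. Both libraries of a group lay beyond both of the other for each of the 10 genes, a separation that 37.6% of the genes tested showed and that chance gives 33.3% of the time.

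RACK1 itself (chromosome 5, 180663897 to 180675096, minus strand) had 17510 ± 333 normalized counts in RACK1-Mut cells and 23460 ± 183 in RACK1-WT cells. This was a log2 fold change of -0.42 (SE 0.0601, adjusted p 1.34e-08), or 74.6% of the RACK1-WT level. These counts cannot separate the re-expressed RACK1 from what was left of the cell's own. The larger falls were in AHNAK2 and MUC4. The region of AHNAK2 around transcript ENST00000333244 (chromosome 14, 105403581 to 105444711, minus strand) fell from 950 ± 3.14 to 531 ± 53.7 normalized counts, with a log2 fold change of -0.84 (SE 0.114, adjusted p 3.03e-09). MUC4 (chromosome 3, 195473636 to 195538844, minus strand) fell from 241.4 ± 6.25 to 135.6 ± 9.57, a log2 fold change of -0.83 (SE 0.195, adjusted p 0.0268). IFI27, an interferon-induced gene (chromosome 14, 94571182 to 94583032, plus strand), fell from 550.9 ± 19.4 to 376.2 ± 12.4, a log2 fold change of -0.55 (SE 0.131, adjusted p 0.033). Other called genes, named after their values were seen, were SLC7A5 (log2 fold change -0.54), GDA (-0.54), IFI6 (-0.49) and CD74 (-0.38), and a region without a symbol, ENST00000379389 (-0.47).

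**Figure D1:**
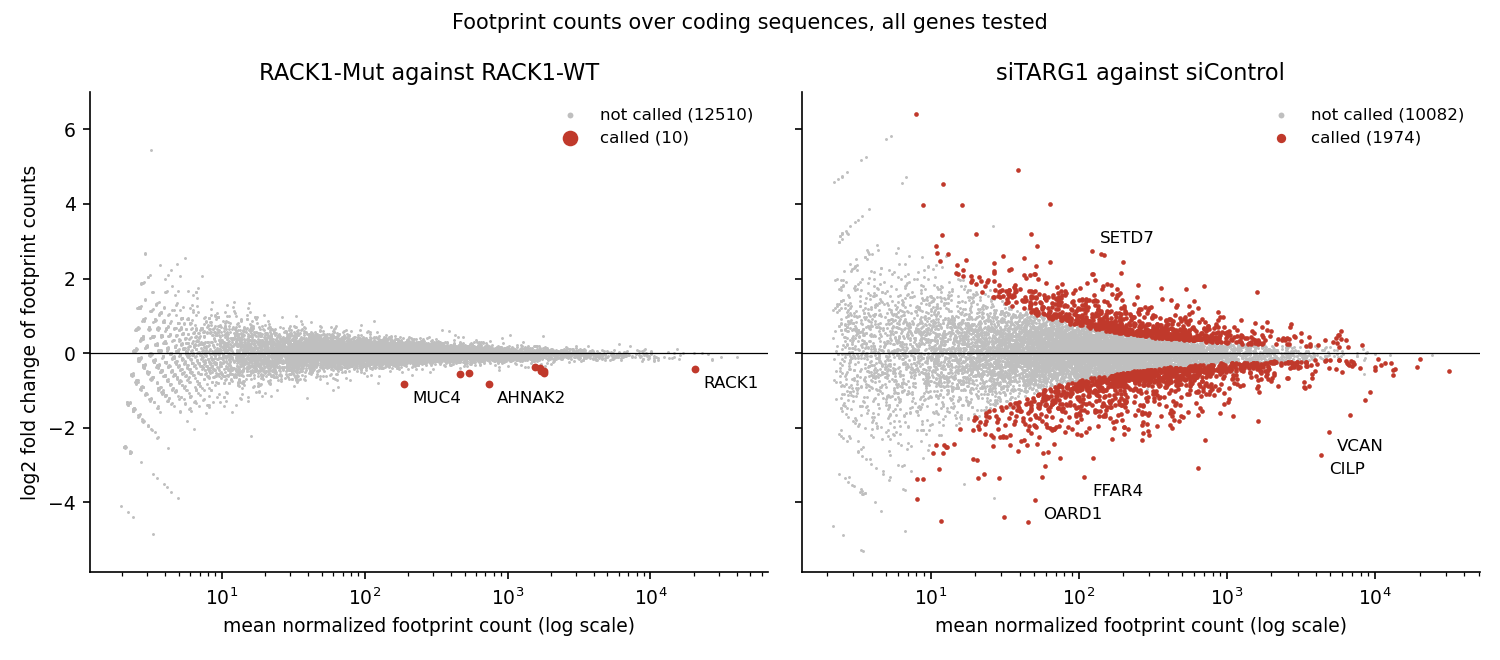
Log2 fold change (vertical axis) against mean normalized footprint count (horizontal axis, log scale) for every gene tested, RACK1-Mut against RACK1-WT on the left and siTARG1 against siControl on the right. Genes with a DESeq2 adjusted p under 0.05 are red (10 and 1974), other genes, including those without an adjusted p, are grey, and the 10 red genes on the left all lie below 0.

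AKT1, which the study places under the control of RACK1 MARylation, had 185.7 ± 26.4 normalized counts in RACK1-Mut cells and 239.8 ± 15.6 in RACK1-WT cells (chromosome 14, 105235686 to 105262088, minus strand). Its log2 fold change was -0.37 (SE 0.187). The unadjusted p of the DESeq2 fit was 0.0473, and after adjustment over the 12520 genes tested it was 1, so AKT1 was not called. Without a RACK1-WT or RACK1-Mut library the value ran from -0.52 to -0.23. OARD1 (-0.13, SE 0.239), PARP14 (-0.05, SE 0.0868) and G3BP1 (-0.04, SE 0.0822) also had an adjusted p of 1. Of the 5 genes fixed in advance, 1 was called over all genes tested and 1 when adjusted over the list alone.

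Depletion of TARG1 was visible in the footprints of its own mRNA. OARD1 (chromosome 6, 41001366 to 41065526, minus strand) had 121.3 and 69.14 normalized counts in the siControl libraries and 5.827 and 6.747 in the siTARG1 libraries, from 7 and 6 raw counts. The log2 fold change was -3.94 (SE 0.557, adjusted p 9.31e-11), which left 6.51% of the siControl level. With siControl replicate 1 left out the value was -3.47.

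**Figure D2:**
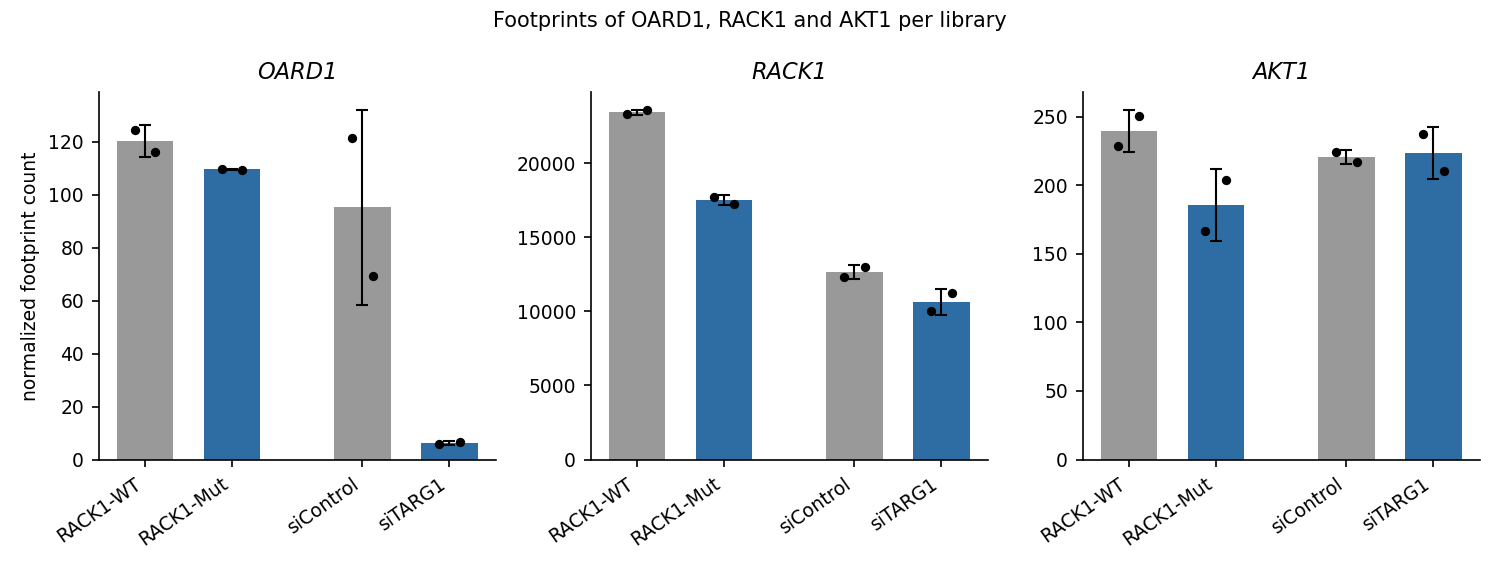
Normalized footprint counts (vertical axis, from 0) of OARD1, RACK1 and AKT1, with bars for the means of 2 libraries, error bars for their SDs and points for the libraries. Each comparison was normalized on its own, so bars of the RACK1 and the siRNA experiments are not on a common scale, and OARD1 stands at 6.287 in siTARG1 cells against 95.21 in siControl cells.

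The siTARG1 comparison changed many genes. Of 12056 genes tested, 1974 (16.4%) had an adjusted p under 0.05, 866 with more and 1108 with fewer footprints in siTARG1 cells, and 659 of them changed by at least 1 on the log2 scale. There were 935 genes without an adjusted p, and 3129 genes had an unadjusted p under 0.05. The groups did not overlap for 62.6% of the genes tested, against 33.3% by chance. Apart from a threshold on the size of change, edgeR's quasi-likelihood test gave the largest departure, with 3470 genes called (1612 higher, 1858 lower). All 1974 were among them.

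The largest rises by the rule set in advance were in SETD7, DCP2 and ZC3HAV1L. SETD7 (chromosome 4, 140417095 to 140527853, minus strand) rose from 32.07 ± 1.85 to 213.2 ± 0.974 normalized counts, a log2 fold change of 2.74 (SE 0.292, adjusted p 1.12e-18). DCP2 (chromosome 5, 112312399 to 112357892, plus strand) rose by 2.67 (SE 0.285, adjusted p 1.2e-18) and ZC3HAV1L (chromosome 7, 138710452 to 138720788, minus strand) by 2.63 (SE 0.269, adjusted p 2.91e-20). Among the falls, FFAR4 (chromosome 10, 95326422 to 95364237, plus strand) went from 198.1 ± 21.6 to 20.42 ± 7.69 counts, a log2 fold change of -3.31 (SE 0.34, adjusted p 4.38e-20). PRDX3 (chromosome 10, 120927232 to 120938324, minus strand) changed by -3.07 (SE 0.147, adjusted p 1.26e-93) and TENT5C (chromosome 1, 118148670 to 118171011, plus strand) by -2.81 (SE 0.304, adjusted p 3.67e-18). The smallest adjusted p-values were those of CILP (chromosome 15, 65487098 to 65503811, minus strand), at -2.72 (SE 0.0732, adjusted p 3.81e-299), and VCAN (chromosome 5, 82767437 to 82878122, plus strand), at -2.11 (SE 0.0823, adjusted p 2.28e-141). The annotated 3′ UTRs of OARD1, PRDX3, TENT5C and VCAN carry a 7-mer of the sequence TGAACATA, as did 37.8% of the genes called lower and 16.2% of other genes. So do those of DCP2, which rose, and G3BP1, which was not called. The 3′ UTRs of SETD7, DCP2, ZC3HAV1L, PARP14, G3BP1 and VCAN, of which VCAN fell, carry a 7-mer of TGAATATA, as did 46.9% of the genes called higher and 22.5% of other genes.

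RACK1 footprints were also lower in siTARG1 cells, at 10650 ± 871 against 12670 ± 501 normalized counts (log2 fold change -0.25, SE 0.0688, adjusted p 0.00297). PARP14 (chromosome 3, 122399686 to 122449687, plus strand) had 2781 ± 10.8 against 2334 ± 335 (0.25, SE 0.0932, adjusted p 0.0426). That call was lost with exon counts (adjusted p 0.0543), and the siControl libraries decided its size, with 0.40 when replicate 1 was left out and 0.11 when replicate 2 was. AKT1 (0.02, SE 0.192, adjusted p 0.963) and G3BP1 (0.01, SE 0.0872, adjusted p 0.983; chromosome 5, 151150606 to 151192472, plus strand) did not differ, and G3BP1 changed sign with exon counts. Of the 5 genes fixed in advance, 3 were called over all genes tested and 3 when adjusted over the list alone.

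Sets of genes were tested for the processes that the study reports on. In siTARG1 cells, camera called 5 of 13 sets, each with an adjusted p of 0.0403. Footprints of DNA replication genes (median log2 fold change 0.18, 40 of 59 genes higher) and DNA repair genes (0.16, 54 of 86 higher) rose in both siTARG1 libraries. Cytosolic ribosomal protein genes (-0.12, 67 of 77 lower), mitochondrial ribosomal protein genes (-0.16, 49 of 75 lower) and cholesterol synthesis genes (-0.32, 19 of 24 lower) fell in both. Translation initiation and elongation factors had a median of -0.05 and were not called (adjusted p 0.441). DNA repair was the 1 set that fry also called (adjusted p 0.0398), and 0 sets were called by camera with an estimated correlation (0 at an unadjusted p under 0.05). Single libraries moved some of these medians: without siControl replicate 2 the median was -0.05 for cytosolic ribosomal proteins and 0.10 for DNA replication, and without siTARG1 replicate 1 it was -0.06 and 0.11, with -0.09 for mitochondrial ribosomal proteins. Mitochondrially encoded genes (-0.28, adjusted p 0.0586), ATF4 targets of the integrated stress response (0.18, adjusted p 0.162), the proteasome and ubiquitin-dependent catabolism (-0.10, adjusted p 0.247), chaperones of the endoplasmic reticulum (0.09, adjusted p 0.247), receptor tyrosine kinase and insulin signalling (0.08, adjusted p 0.335), interferon-stimulated genes (0.11, adjusted p 0.399) and stress granule proteins (0.00, adjusted p 0.86) were not called. With a library left out, medians of these sets moved too, over -0.44 to -0.14 for the mitochondrially encoded genes, 0.09 to 0.32 for the ATF4 targets, -0.05 to 0.24 for the interferon-stimulated genes, 0.02 to 0.13 for the chaperones and 0.02 to 0.10 for receptor tyrosine kinase signalling.

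In RACK1-Mut cells, camera called 3 sets. Interferon-stimulated genes had a median log2 fold change of -0.27, with 36 of 38 genes lower (adjusted p 2.85e-13), and targets of ATF4 in the integrated stress response -0.18, with 26 of 32 lower (adjusted p 4.81e-06). Mitochondrially encoded genes had a median of 0.48 (adjusted p 0.000638), with 0.81 in RACK1-Mut library 2 and 0.12 in library 1. Libraries of both groups moved this value: the median was 0.11 without RACK1-Mut replicate 2 and 0.16 without RACK1-WT replicate 1. It was 0.81 without RACK1-Mut replicate 1 and 0.85 without RACK1-WT replicate 2. Library 2 thus lay above library 1 in both groups, so these moves followed the replicate number. With a term for the replicate number, camera gave this set an adjusted p of 8.29e-11. None of the 3 was called by fry (0 sets, 3 at an unadjusted p under 0.05) or with an estimated correlation (0 sets, 1 at an unadjusted p under 0.05). Genes of receptor tyrosine kinase and insulin signalling had a median of 0.025 (29 of 52 higher, adjusted p 0.851). Camera asks whether a set shifts in a single direction, so changes both ways within it can cancel. The study's enrichment of receptor tyrosine kinase signalling was among transcripts with altered translation efficiency in either direction. The test here does not address that. The sets for DNA replication (-0.05, adjusted p 0.116), translation factors (-0.02, adjusted p 0.382) and cholesterol synthesis (-0.04, adjusted p 0.382) were not called, nor were those for cytosolic and mitochondrial ribosomal proteins, DNA repair, the proteasome, endoplasmic reticulum chaperones and stress granule proteins (each with an adjusted p of 0.851).

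**Figure D3:**
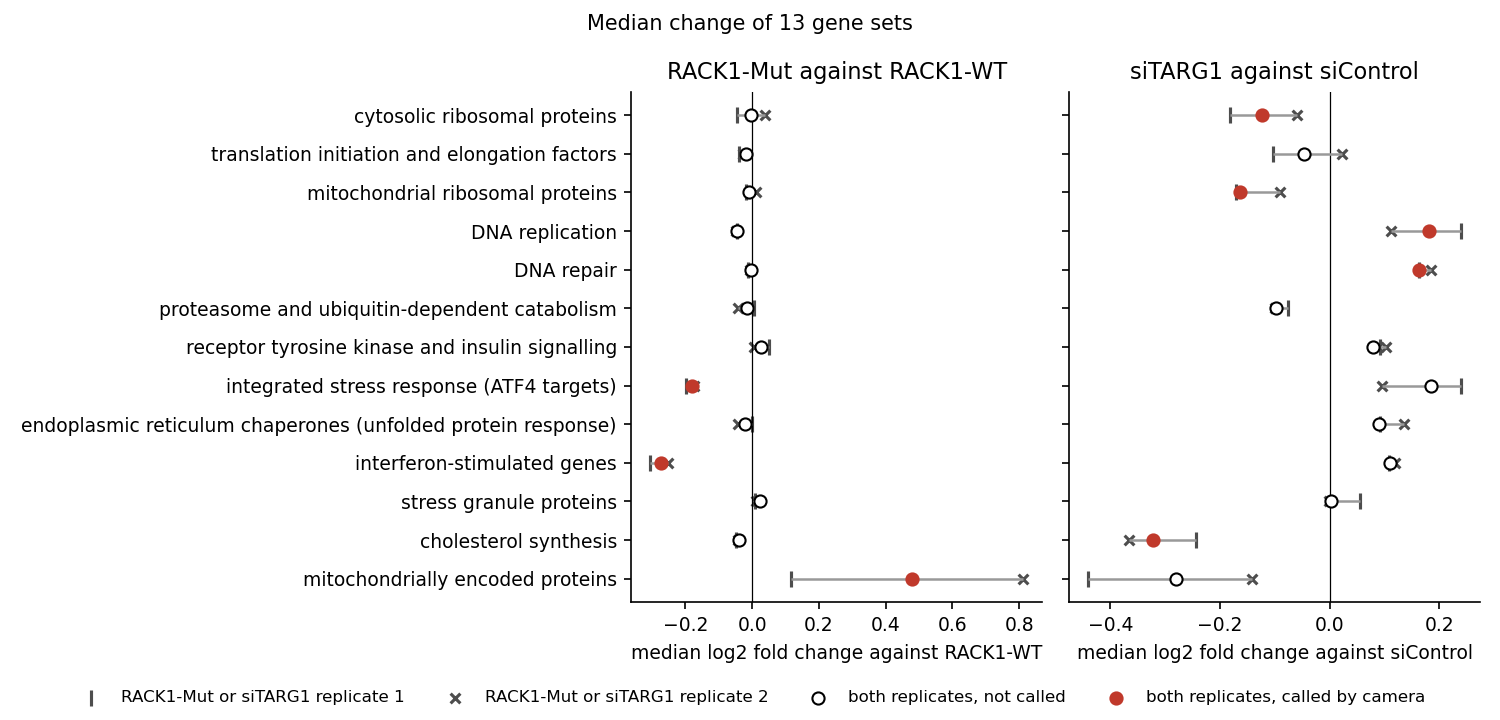
Median log2 fold change (horizontal axis) of 13 gene sets (vertical axis) in RACK1-Mut against RACK1-WT (left) and siTARG1 against siControl (right). Circles use both libraries, filled where camera's adjusted p was under 0.05, the bar and cross are each treated library alone, and the mitochondrially encoded genes on the left span 0.12 to 0.81 between the RACK1-Mut libraries.

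The comparisons were then set side by side, since RACK1-Mut lowers and TARG1 depletion raises RACK1 MARylation in the study. The study showed that rise in cells given sodium arsenite, a treatment not listed for the libraries here. Across 7990 genes the log2 fold changes had a Spearman rho of -0.0557, where genes are not independent replicates. Of the 9 ways to combine splits of each 4 libraries into pairs, 3 gave an absolute rho at least as large, the real split included. With a minimum mean count of 200 the rho was -0.0826, the largest move among the alternatives. There were 5 genes called in both comparisons. RACK1 was lower in both, and AHNAK2 (-0.84 and 2.33), IFI27 (-0.55 and 0.94), SLC7A5 (-0.54 and 0.44) and CD74 (-0.38 and 0.51) were lower in RACK1-Mut and higher in siTARG1 cells.

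Most footprints fell in coding sequences. The 5′ UTR share was 3.91% ± 0.0829 in RACK1-Mut and 4.18% ± 0.0499 in RACK1-WT cells, and the 3′ UTR share 0.779% ± 0.039 and 0.693% ± 0.0383. Both differences separated the groups, with an exact two-sided permutation p of 0.33, the smallest this design allows. In siTARG1 and siControl cells the 5′ UTR shares were 4.18% ± 0.225 and 4.15% ± 0.259, and the 3′ UTR shares 1.7% ± 0.235 and 1.44% ± 0.458 (exact permutation p 0.67 for each). The median over genes of the share within a gene reversed the 3′ UTR differences in both comparisons, to -0.11 percentage points for RACK1-Mut and -0.02 for siTARG1.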

Values the study reported

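The study reported that 165 transcripts changed in translation level in RACK1-Mut cells compared with RACK1-WT cells, on the basis of ribosome profiling set against RNA-seq.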

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

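The fits of thinned libraries, the removal of the trend with GC content and length, the tuned filtering and the set test without carriers of certain 7-mers were chosen only after the results were seen; the other alternatives here were planned.

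The count of genes called in RACK1-Mut cells, 10 in DESeq2, was 30 with edgeR (936 genes at an unadjusted p under 0.05), 6 after thinning to the same total, 17 with the trend on coding GC content and length removed, and 0 with an absolute log2 fold change of at least 1 (13 genes of that size at an unadjusted p under 0.05). Alternatives apart from these and the replicate block gave 8 to 14 genes. edgeR, TMM factors, exon counts and the filter of 10 counts in every library kept all 10 main calls, and the fit without a count filter kept 8. A fit of all 8 libraries also called 10, 6 of them shared, and gave no adjusted p for AHNAK2, MUC4 and IFI27, so these genes were not counted there as lost. In siTARG1 cells the 1974 calls became 3470 with edgeR and 659 with the threshold on size. All 1974 were among the 3470 of edgeR. Alternatives apart from these and the replicate block gave 1725 to 2804 calls. Calling at an adjusted p under 0.1 gave 13 and 2431 genes. In the simulations edgeR recovered more of the changed genes and called more unchanged ones, so fewer calls in DESeq2 partly reflect a stricter test.

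Across genes, same-numbered libraries deviated together little (correlation of replicate deviations 0.084 for the RACK1 and 0.031 for the siRNA libraries). This does not exclude a pairing of some genes. Mitochondrially encoded genes followed the replicate number in both RACK1 groups, and depth and the exon share followed it in the siRNA libraries. The replicate block gave 6 calls in RACK1-Mut cells, 5 of them among the 10, and 1125 in siTARG1 cells, 1120 of them among the 1974. With it MUC4 (-0.83) and IFI27 (-0.55) had an adjusted p of 1 at the same log2 fold change, and PARP14 in siTARG1 cells (0.26) one of 0.102. Camera called the same 3 and 5 sets with the block.

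Of the named genes, G3BP1 in siTARG1 cells reversed, to -0.00268 with exon counts, from a value near 0. The cause was not tested. With a library left out, 3 of 21 values of named genes changed sign, each of a gene that was not called: G3BP1 in RACK1-Mut cells (0.01 without RACK1-Mut replicate 2), G3BP1 in siTARG1 cells (-0.08 without siControl replicate 1) and AKT1 in siTARG1 cells (-0.07 without siTARG1 replicate 1, -0.00444 without siControl replicate 2). The OARD1 change in siTARG1 cells ran from -4.28 to -3.47 across the 4 fits that each left out a library, and its adjusted p over the alternatives from 1.63e-14 to 3.99e-08. For RACK1 in RACK1-Mut cells the range was -0.44 to -0.40, with adjusted p from 1.06e-08 to 3.53e-05. Without the block, 1 call of a named gene was lost, that of PARP14 in siTARG1 cells with exon counts (adjusted p 0.0543).

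Set calls depended on the set test. In RACK1-Mut cells 3 sets were called by camera, 0 by fry (3 at an unadjusted p under 0.05) and 0 with an estimated correlation (1). fry asks another question than camera and missed a simulated shift of 0.3 in the RACK1 libraries, so its lost calls there can also be a lack of power. In siTARG1 cells the counts were 5, 1 and 0, with 4 under the filter of 10 counts in every library and 3 after removing genes that carry a 7-mer of TGAACATA or TGAATATA in the 3′ UTR. Those 3 were cytosolic ribosomal proteins, DNA repair and cholesterol synthesis. DNA replication (adjusted p 0.0572) and mitochondrial ribosomal proteins (0.0887) were no longer called with medians of 0.18 and -0.16. Of 169 comparisons of a set with an alternative that kept all libraries, 18 lost a call and 0 gained one. With a library left out, 10 of the 26 set medians changed sign in at least 1 fit, none of them in a called set.

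The correlation between the comparisons was -0.0826 with a minimum mean count of 200 and ran from -0.0693 to -0.0325 across the 8 fits without a library. For the region shares, the median over genes of the share within a gene reversed 4 of the 6 differences: the 3′ UTR in RACK1-Mut (-0.11 percentage points) and, in siTARG1 cells, the 5′ UTR (-0.10), the coding sequence (0.073) and the 3′ UTR (-0.0153). The cause was not tested. All 3 siTARG1 differences also changed sign without siControl replicate 1, to -0.149 (5′ UTR), 0.207 (coding sequence) and -0.0583 (3′ UTR) percentage points, and those of the 5′ UTR and the coding sequence without siTARG1 replicate 2 (-0.125 and 0.0258). Shares in the siRNA libraries also differed by replicate number: against the library of the same number, siTARG1 differed with 1 sign in both replicates, by 0.423 and 0.108 percentage points in the 3′ UTR, 0.058 and 0.01 in the 5′ UTR and -0.481 and -0.118 in the coding sequence. The RACK1-Mut differences kept their signs with any library left out. Depth and 2 libraries per group limit the calls. DESeq2 recovered 73.5% (RACK1) and 62% (siRNA) of simulated changes of 1 in genes with a mean normalized count of at least 50. Recovery at lower counts was not simulated. A gene that was not called is therefore not shown to be unchanged.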

Other observations

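The tests with thinned libraries, with the GC content and length trend removed, on other splits, on genes without a site, on the word shared by genes called higher and on small RNA genes in 3′ UTRs were chosen only after the data were seen. The search for 7-mers in the 3′ UTRs of the genes called lower was not among the tests fixed in advance either, though what a seed effect would give was written down before it was run.

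Genes with fewer footprints in siTARG1 cells shared a word in their 3′ UTRs. Among 15988 7-mers tested over 7894 genes, TGAACAT stood lowest (t -18.98, 1155 genes) and GAACATA next (t -16.15), which together spell TGAACATA. Chosen on the odd-numbered chromosomes (t -13.48), TGAACAT was as low on the other chromosomes (t -13.36). The change grew with the length of the match. Genes with the full 8-mer in the 3′ UTR had a median log2 fold change of -0.31 (275 genes, 38.2% called lower), those with the first 7 bases -0.15 (880 genes, 23%), with the last 7 bases -0.09 (339 genes, 19.2%), with the middle 6 bases -0.02 (993 genes, 12.7%) and with none 0.03 (5407 genes, 9%). In coding sequences the same 7-mer was lowest but weaker (t -10.31), in 5′ UTRs the lowest was an unrelated word at -4.71, and in the RACK1 comparison no 3′ UTR 7-mer passed an absolute t of 4.82. Genes with the 8-mer had a median of 0.04 there. The OARD1 transcript ENST00000424266 carries TGAACAT at bases 627 to 633 and 3117 to 3123, both in its 3′ UTR in exon 6 (GRCh37 chromosome 6, 41035062 to 41035068 and 41032572 to 41032578, minus strand). Among 1156 genes with a 3′ UTR of similar length, 20.6% carry the word at least once and 2.6% at least 2 times.

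These values are consistent with a seed effect of an siRNA against OARD1, in which bases near the 5′ end of the guide strand pair with the 3′ UTRs of other mRNAs and lower them. The guide sequences were not analysed here, so the match to the siRNA used stays open. By this measure 372 of 983 genes called lower carry a site, about 229 more than the rate of other genes would give. GATCAT is the core of another word that ranked low (GATCATA, t -9.07). Of the genes called lower, 91 (9.3%) carry neither GAACAT nor GATCAT in any annotated transcript. A site with either core in an annotated transcript is therefore not the direct cause of all the falls. Sites without these 6 bases, such as shifted matches to the same words, were not searched in these genes. Whether the GATCATA word marks another seed stays open. In genes without GAACAT in the 3′ UTR, carriers of TGATCATA had a median of 0.02, against 0.03 for genes with none. Carriers of the first 7 bases, the last 7 and the middle 6 had -0.02, -0.01 and 0.08. Medians thus did not fall steadily with a longer match. The share called lower did rise with match length, from 7.7% (middle 6) to 12.5% (first 7), 15.8% (last 7) and 21% (8-mer). It was 8.5% with none. OARD1 itself carries TGATCAT in its 3′ UTR, at bases 988 to 994 of ENST00000424266. The 91 genes are more than the 5% that the adjusted p lets through by chance. Among the strongest falls, CILP and FFAR4 have no 7-mer of TGAACATA in the 3′ UTR or coding sequence of the transcript used. For genes without a site, shifted matches, sites in transcripts outside the annotation, changes that follow from other genes, and loss of TARG1 itself stay open.

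Genes with more footprints in siTARG1 cells shared another word, TGAATATA. GAATATA had the highest t (12.34) and, when chosen on the odd-numbered chromosomes, a t of 8.01 on the others. Genes with the 8-mer had a median log2 fold change of 0.20 (518 genes, 23.2% called higher), against -0.04 for genes with none (5067 genes, 6.4%). In coding sequences GAATATA was weaker, with a t of 4.78, next to CCCGGCC at 4.83, which fell to 2.08 on the other chromosomes when chosen on the odd-numbered ones. A candidate explanation is the seed of the control siRNA, whose own targets would be lower in siControl cells and so appear higher in siTARG1 cells. Again a site with this core in an annotated transcript would not be the direct cause for all of them. Of 759 genes called higher, 153 (20.2%) lack the core, GAATAT, in every annotated transcript. Shifted matches were not searched here either. Part of the siTARG1 changes may thus come from either siRNA and not from TARG1. Profiling with siRNAs of different sequence, each alone, or a rescue with TARG1, would separate these. The study's methods list a first and a second siRNA against TARG1. They do not state which was used for profiling, or whether both were.

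Depth, GC content and coding length were also weighed for the siTARG1 calls. After thinning the libraries to 3099635 counts, 1702 of the 1974 calls were kept. After the trend with coding GC content and length was removed, 1783 of the 1954 calls with a known GC content and length were kept, so neither is the whole cause. Of the 3 ways to split the 4 libraries into pairs, 1, the real one, gave as many calls. The others gave 0 calls each, with 3 and 4 genes at an unadjusted p under 0.05. With 3 splits the share cannot fall under 0.05, so this count decides nothing. edgeR gave 0 calls in both of the others.

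The 10 RACK1-Mut calls were weighed the same way. Thinning to 3797469 counts kept 6 of the 10, and removing the trend with GC content and length kept 8 of the 9 with a known GC content and length, with 17 calls in all, although fold changes in this comparison followed coding GC content (rho -0.22 across 8956 genes). Neither is the whole cause of the calls. Again 1 of the 3 splits, the real one, gave as many calls. The others gave 0, with 66 and 28 genes at an unadjusted p under 0.05, and the count decides nothing here either. edgeR, with 30 calls in the real split, called 7 genes in the split that sets the second replicates against the first ones, and 0 in the other. Among the 10 were IFI6 and IFI27, and the interferon-stimulated set was lower as a whole, with an adjusted p of 0.118 under fry. RACK1 footprints were lower too. Whether the lower interferon genes may follow from the mutated sites, from a lower RACK1 level, or from another difference between the cell populations cannot be separated in this design, and none of these was tested.

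The study's count of changed transcripts rests on translation efficiency, and the count here on footprints alone. The number of genes called in RACK1-Mut cells here was 10. That is lower than the value quoted from the study above.

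The 3′ UTR share of footprints ran from 0.666% in RACK1-WT library 1 to 1.87% in siTARG1 library 2, a range of 1.204 percentage points. The gene with most 3′ UTR counts was TMC5, with 2493 (RACK1-WT library 1) to 26797 (siTARG1 library 1) per library. It had 33 coding counts over all 8 libraries. Its 3′ UTR holds RNU4-46P, a copy of a small nuclear RNA gene. Without 100 genes whose 3′ UTR holds a small RNA gene or a processed pseudogene, the range was 0.58 percentage points, 48.2% of the original. This is consistent with fragments of such RNAs making up a part of the 3′ UTR signal, by a margin that just passes the mark of 50% set after the data were seen. Such genes held 17.7% to 42.5% of 3′ UTR counts per library. What makes the rest of the range, including the CTC1 3′ UTR with 999 to 10780 counts per library, was not tested.

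Within the siRNA experiment, the exon share of alignments followed the replicate number more than the group, at 41.44% and 37.08% in the first replicates of siControl and siTARG1 and 28.8% and 27.76% in the second ones. The 3′ UTR share of siControl, 1.115% and 1.762%, and of siTARG1, 1.538% and 1.87%, was higher in the second library as well. The labels give no batch.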
